A study of Mus musculus with 6 samples.

How the data were processed

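Chromatin contacts were measured by HiCAR in 6 libraries of HL-1 cells, 3 from control cells and 3 from cells in which a myosin enhancer was activated by CRISPRa. HiCAR joins neighbouring chromatin fragments by proximity ligation and selects contacts with an end in accessible chromatin. Per the labels' protocols, 300000 cells were fixed per library and the libraries were then enriched for sequence around Myh6 and other cardiac genes. The groups and replicate numbers were taken from the sample titles. The columns of the count table were matched to samples by group and by the replicate digit that ends each name. The activated columns are named for a region that no sample label mentions. They were assigned from the name of the count table and because the series holds a single activated group. The series text speaks of repression of the enhancer, whereas every sample label speaks of activation, and the sample labels were followed. The treatment text also describes culture in the presence or absence of norepinephrine and serum over the last 72 hours, and no label says which condition a given library had.

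The authors deposited raw contact counts for pairs of 10 kb bins, with 1 column per library. The aligner, the genome build, the removal of duplicates and the rule that assigned contacts to bin pairs are not stated in the labels or the file headers. The count table was deposited in 2 identical copies and was read once. A second deposited table holds the authors' comparison of the groups: a mean scaled signal per bin pair, a log2 fold change with its standard error, a test score (the fold change divided by that error), and a p-value before and after adjustment. Per the file headers, its columns carry the names that DESeq2 writes. A refit with DESeq2 1.42.0 at its defaults, comparing the groups with no covariate, matched the deposited log2 fold changes to within 2.86e-06. In that refit the adjusted p-value was NA for 72 pairs. The deposited table lists 1 for the same 72 pairs.

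All bin pairs lay in a single window of chromosome 14, positions 55110001 to 55260000 in the numbering of the deposited table, counted from 1. The only gene table at hand follows GRCm38, and neither Myh6 nor Myh7 of that table overlaps these positions. The positions may follow another build, in which these genes can lie inside the window, and this was not determined. The distance of a bin pair from Myh6 or Myh7 is therefore unknown here. No gene, exon or regulatory element was therefore assigned to a bin. The planned set test of chromosome 14 against other chromosomes, the planned scaling on other chromosomes and the planned span cutoff of 200 kb had nothing to act on. The share of counts on chromosome 14 was 100% in each library. The list of chromosome 14 pairs, fixed in advance, is the whole table, so the count adjusted over the list alone equals the count over all pairs tested.

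Counts were tested as deposited with edgeR 4.0.16 in R 4.3.3: TMM normalization, the quasi-likelihood test, no filter on low counts, all 6 libraries, no covariate, and Benjamini-Hochberg adjustment over 120 pairs with a threshold of 0.05. Standard errors were obtained as the log2 fold change divided by the square root of the F statistic. Fold changes are relative to the contacts of the window, since each library was scaled to its own contacts. The scaling included TMM factors from 0.980 to 1.02, so a fold change can differ slightly from the ratio of the printed shares. Total counts and shares of counts were compared by exact two-sided permutation tests, which cannot give a p-value under 0.1 for 3 libraries against 3. The test was checked on 50 simulated tables of 120 pairs with 20 pairs changed by 0.4 on the log2 scale. It recovered 93.8% of the changed pairs with a mean count of 200 or more and 55.5% of all changed pairs, and 3.65% of its calls were unchanged pairs. With no pair changed, 2 of 50 simulated tables gave a call. The simulated pairs were independent, shared the common dispersion fitted by edgeR, and rose and fell in equal number. In the data, pairs share bins and some called pairs changed by less than 0.4, so these rates may be too favourable.

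The rule for naming pairs was fixed before the data were examined: the 5 pairs with the smallest p-value among those past the threshold, and the 3 pairs of chromosome 14 with the smallest p-value, which are among those 5. Replicates of a group were compared by a chi-square statistic over bin pairs, leaving out pairs with fewer than 10 counts in the compared libraries together. The ratio of chi-square to degrees of freedom lay between 1.45 and 2.87 in the 6 comparisons, so no library was a copy of another within sampling noise. This does not show that the libraries came from separate cultures. They were counted as replicates because the labels name them so. The alternatives were DESeq2 size factors, library totals without TMM, the DESeq2 Wald test, a robust fit, 2 filters on low counts, the replicate number as a block, a threshold of 0.10 and leaving out each library in turn. The share beyond 100 kb without its highest pair, and fits without same-bin pairs, with offsets for span or for bin coverage, and on counts thinned to equal depth were chosen after the data were examined.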

Results

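HiCAR contacts were counted in HL-1 cells, a mouse atrial cardiomyocyte line, at day 15 of culture with or without activation of a myosin enhancer. CRISPRa uses a catalytically inactive Cas9 that carries a transcriptional activator to a chosen site without cutting it. The comparison asks whether activating the enhancer changes chromatin contacts around the Myh6 locus. Each group had 3 libraries. Contacts were tabulated for 15 neighbouring bins of 10 kb, which span 150 kb of chromosome 14, from 55.11 to 55.26 Mb. The table holds all 120 pairs of these bins, of which 15 are contacts within the same bin. The genome build is not stated, so bins are named by their start in the table and carry no gene annotation.

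The 6 libraries held 257291 contacts in this window. The control libraries held 52706, 46824 and 60282 contacts, and the activated libraries held 28122, 31667 and 37690. The mean was 53271 ± 6747 (SD, n = 3) in control cells and 32493 ± 4837 (SD, n = 3) in activated cells. Every activated library held fewer contacts in this window than every control library. The exact two-sided permutation test gave p = 0.1, the smallest value that this design allows. This total, called depth below, therefore differed along with group. Counts outside the window were not available. Less sequencing and fewer contacts at the locus therefore cannot be told apart as sources of the lower totals. The mean count per bin pair ranged from 2 to 3500 with a median of 146, and the 5 highest pairs held 31.4% of all contacts. A count of 0 occurred in 6 of the 720 cells of the table. In the shallowest library such a count allows a share of up to 0.0107% of the contacts, from counting error alone.

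Within groups, the log2 of the scaled counts of 2 replicates correlated across bin pairs with Pearson's r between 0.970 and 0.992 (bin pairs are not independent replicates). The common dispersion fitted by edgeR corresponded to a coefficient of variation of 5.40% between replicates.

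The edgeR quasi-likelihood test found 6 of 120 bin pairs with a Benjamini-Hochberg adjusted p-value under 0.05. This test pools its estimate of spread over the bin pairs, which share bins and are not independent. Its p-values can therefore be far smaller than 3 libraries against 3 would give for a pair on its own. Of these, 2 were higher and 4 were lower in the activated libraries. At an unadjusted p-value under 0.05 there were 19 pairs, against 6 expected by chance. In all 6 called pairs, the shares of the 3 activated libraries did not overlap those of the 3 control libraries. Such separation was present in 26 of the 120 pairs, and chance gives 10%. Scaling by library totals without TMM gave 9 pairs, 4 higher and 5 lower, so that the share of higher calls rose from 33.3% to 44.4%. The highest count under an alternative was 12 pairs. It was reached with offsets that equalised the distribution of spans between libraries, which kept 5 of the 6, and with the replicate number as a block, which kept all 6. Leaving out control replicate 2 reduced the count to 3 pairs. When each pair was measured against the total coverage of its bins, 6 pairs passed the threshold and none of them was among the 6 above.

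**Figure D1:**
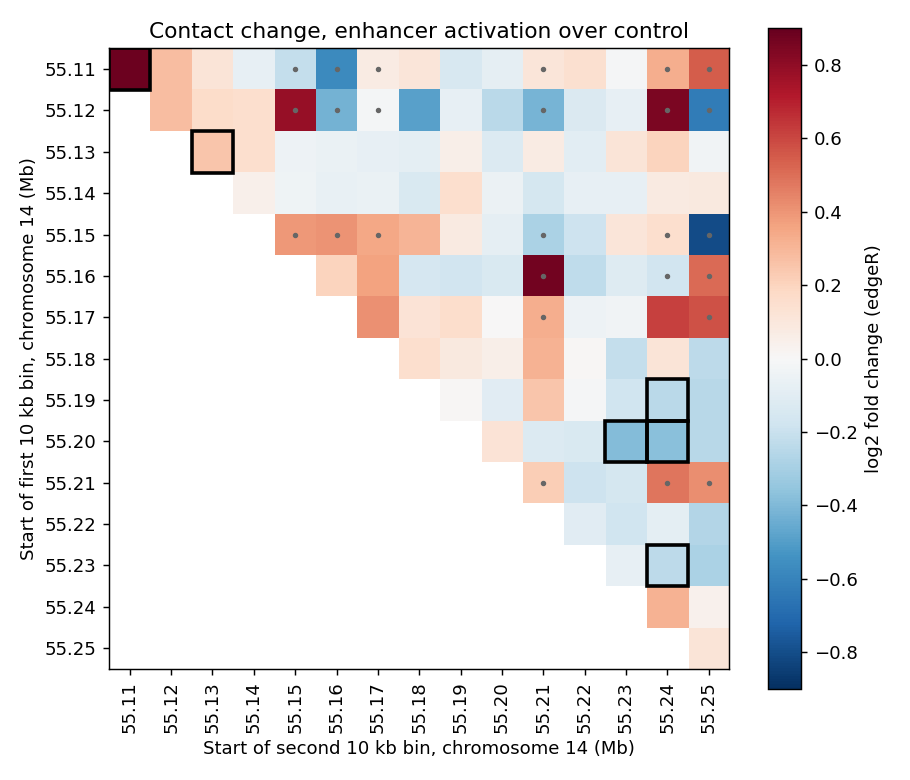
Log2 fold change of contacts, enhancer activation over control, for each pair of 10 kb bins (axes: start of each bin on chromosome 14 in Mb). Black frames mark the 6 pairs with an adjusted p-value under 0.05, and dots mark the pairs with a mean under 20 counts. The 4 framed pairs that fell lie among the bins from 55.19 to 55.24 Mb.

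The smallest p-value was that of the 55.20 and 55.23 Mb bins (chromosome 14, 55200001 to 55210000 and 55230001 to 55240000). This pair took 3.60% ± 0.169 (SD, n = 3) of the contacts in control libraries and 2.79% ± 0.0861 (SD, n = 3) in activated libraries. Its log2 fold change was -0.39 with a standard error of 0.061 (edgeR adjusted p = 3.39e-08). The pair of the 55.20 and 55.24 Mb bins (55200001 to 55210000 and 55240001 to 55250000) fell from 2.15% ± 0.0308 (SD, n = 3) to 1.69% ± 0.0743 (SD, n = 3). Its log2 fold change was -0.37 with a standard error of 0.071 (edgeR adjusted p = 7.68e-06). The neighbouring 55.23 and 55.24 Mb bins (55230001 to 55240000 and 55240001 to 55250000) fell from 3.10% ± 0.171 (SD, n = 3) to 2.66% ± 0.180 (SD, n = 3). Here the log2 fold change was -0.24 with a standard error of 0.062 (edgeR adjusted p = 0.00429). This last call was lost when control replicate 2, activated replicate 1 or activated replicate 2 was left out, with edgeR adjusted p-values of 0.269, 0.0768 and 0.293. It was also lost in the fit without same-bin pairs (edgeR adjusted p = 0.0536).

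Contacts within the 55.13 Mb bin (55130001 to 55140000) rose from 7.57% ± 0.164 (SD, n = 3) to 9.13% ± 0.254 (SD, n = 3) of the total. The log2 fold change was 0.25 with a standard error of 0.046 (edgeR adjusted p = 6.54e-06). Contacts within the 55.11 Mb bin (55110001 to 55120000) rose from 0.0614% ± 0.00627 (SD, n = 3) to 0.114% ± 0.0327 (SD, n = 3). This pair had between 22 and 46 counts per library, a log2 fold change of 0.88 with a standard error of 0.25, and an edgeR adjusted p of 0.0138. Its call was lost in 5 of the 6 fits that each left out a library. The sixth called pair, between 55.19 and 55.24 Mb, lies outside the naming rule and was singled out after its values were seen. It fell by 0.25 on the log2 scale (edgeR adjusted p = 0.0168). Its call was lost in all 6 fits that left out a library, with edgeR adjusted p-values from 0.0525 to 0.293. It was also lost with span offsets (edgeR adjusted p = 0.513) and without same-bin pairs (edgeR adjusted p = 0.0629). The calls for 55.20 with 55.23 Mb, 55.20 with 55.24 Mb and within 55.13 Mb were kept in all 6 fits that left out a library.

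**Figure D2:**
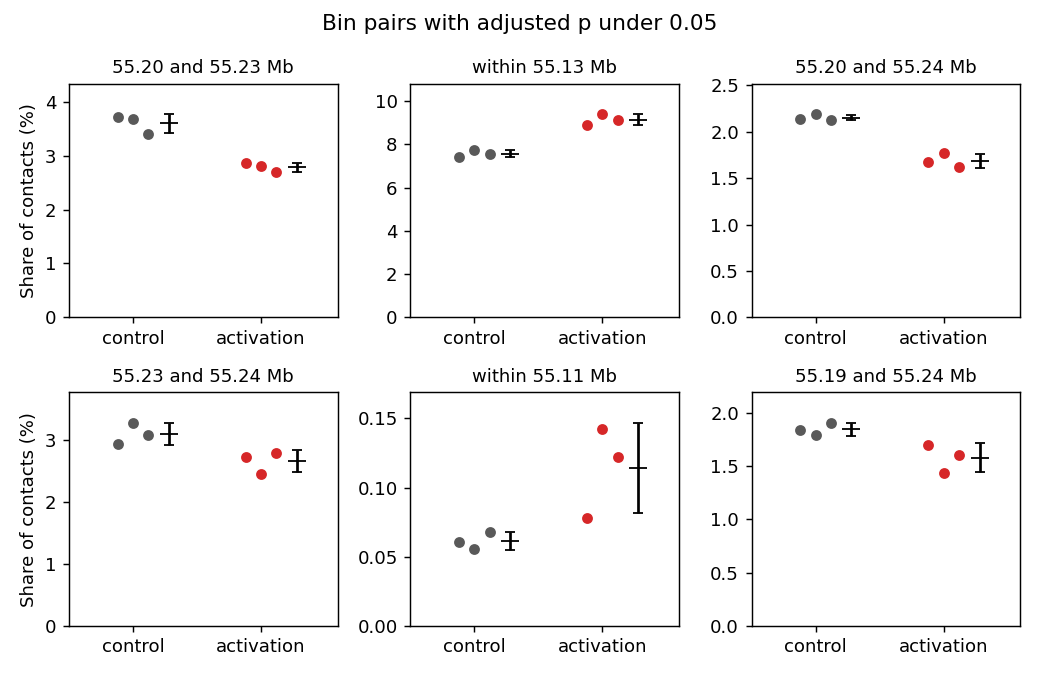
Share of each library's contacts in percent for the 6 bin pairs with an adjusted p-value under 0.05, in control and activated libraries. Dots are the 3 libraries of a group in order of replicate number, and bars give the mean ± SD. In each panel the dots of the groups do not overlap, and only the pair within 55.11 Mb lies below 1% of contacts.

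Pairs with bins more than 100 kb apart were compared as a group to ask whether the balance of short and long contacts shifted. These 10 pairs took 4.48% ± 0.155 (SD, n = 3) of contacts in control libraries and 4.81% ± 0.0788 (SD, n = 3) in activated libraries. The counts behind these shares ranged from 1338 to 2798 per library. All 3 activated libraries lay above all 3 control libraries, and the exact two-sided permutation p of 0.1 is the smallest possible. A single pair, 55.13 with 55.24 Mb, accounted for most of the difference: its share rose by 0.294 percentage points, from 1.76% ± 0.0717 (SD, n = 3) to 2.05% ± 0.0256 (SD, n = 3). This pair was singled out after its values were seen. Without it, the other 9 pairs took 2.77% ± 0.132 (SD, n = 3) of the remaining contacts in control libraries and 2.82% ± 0.0580 (SD, n = 3) in activated libraries, a difference within the spread between replicates (exact permutation p = 0.8). With a cutoff of 50 kb the difference was 0.198 percentage points in the same direction (exact permutation p = 0.5).

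The authors' deposited table lists 8 pairs with an adjusted p-value under 0.05, 4 higher and 4 lower in activated cells. Its fold changes and those of edgeR had a Spearman correlation of 0.998 across the 120 bin pairs, which are not independent replicates. The signs were equal in 117 pairs, and 5 pairs were called in both. The pair called by edgeR alone was that within 55.11 Mb. The authors' deposited table gives this pair a log2 fold change of 0.90 and an unadjusted p-value of 0.00469, beside an adjusted value of 1. The 3 pairs called in the authors' deposited table alone were 55.13 with 55.14 Mb, 55.13 with 55.24 Mb, and contacts within 55.20 Mb. All 3 were higher in activated cells, with log2 fold changes of 0.17, 0.22 and 0.14 in the authors' deposited table. They were singled out after their values were seen.

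In the authors' deposited table, 72 of 120 pairs have an adjusted p-value of exactly 1, and these are the pairs with a mean scaled count of 203 or less. The adjusted values of the other 48 pairs equal a Benjamini-Hochberg adjustment over those 48 alone. An entry of 1 there marks a pair left out of the adjustment and is no measure of its change. Benjamini-Hochberg adjustment of the p-values in the authors' deposited table over all 120 pairs gave 7 pairs under 0.05, 3 higher and 4 lower.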

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

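The 6 called pairs were 2 higher and 4 lower. The 6 calls were all kept with DESeq2 size factors (8 calls), library totals alone (9), a robust fit (7), the filterByExpr filter (8, of 106 pairs tested) and an adjusted p-value under 0.10 (9). The DESeq2 Wald test gave 8 calls and kept 5. The pair within 55.11 Mb had no adjusted p-value there, and adjusting the p-values of the authors' deposited table over all 120 pairs gave it 0.0674. A filter at a mean of 20 counts gave 11 calls of 94 pairs tested, 6 higher and 5 lower, with the 6 among them. The share of higher calls was 54.5% under that filter, 50% under the DESeq2 Wald test and 44.4% with library totals. These settings moved the median log2 fold change over all pairs by at most 0.041. The cause of the larger count under the filter was not tested.

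Leaving out each library in turn gave from 3 to 5 calls across the 6 fits, and the lowest count came without control replicate 2. The balance of directions also moved: without activated replicate 1 or 2 there were 3 higher and 2 lower calls, and without control replicate 1 there were 1 higher and 4 lower. The smaller number of libraries lowers the power of these fits. The numbers 1 to 3 of the replicates were also used as a block, which gave 12 calls including all 6. Libraries of the same number did not deviate together: their correlations across all pairs were 0.278, -0.00294 and -0.215. The numbers were therefore not treated as pairs.

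Of the settings chosen after the data were examined, leaving out same-bin contacts gave 3 calls, 2 of them among the 6. The 2 calls within a bin were absent by construction. The calls for 55.23 with 55.24 Mb and 55.19 with 55.24 Mb were tested and lost (edgeR adjusted p = 0.0536 and 0.0629). Offsets for span gave 12 calls, 6 higher and 6 lower, and kept 5; the cause was not tested. Offsets for bin coverage gave 6 calls, 4 higher and 2 lower, and kept 0 of the 6, and reversed the pair of 55.23 and 55.24 Mb to 0.0105 on the log2 scale. All libraries thinned to 28122 contacts gave a median of 5 calls, from 3 to 8 over 50 draws. Across the 5 named pairs, 63 of 77 values under an alternative kept direction and side of the threshold. Another 13 kept direction and no longer passed the threshold, of which 8 came from leaving out a library. This describes the adjusted p-value and not the size of the fold change.

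The Spearman correlation with the fold changes of the authors' deposited table was 0.998 and became 1 with the DESeq2 Wald test, by construction. It was 0.999 under each of the 2 filters, 0.911 with span offsets, 0.811 with bin-coverage offsets, and from 0.698 to 0.932 across the 6 fits that left out a library, lowest without activated replicate 2. The 5 pairs called in both became 8 with the DESeq2 Wald test, 8 with the replicate block, 3 without same-bin contacts, 2 with bin-coverage offsets, and from 3 to 4 when a library was left out.

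The differences in total contacts and in the share beyond 100 kb kept their direction under each alternative run. Their permutation tests cannot pass 0.05 in this design. The share beyond 100 kb differed by 0.334 percentage points, by 0.747 among pairs of different bins only, by 0.0495 without the pair of 55.13 and 55.24 Mb (chosen after the data were examined), and by 0.262 to 0.416 when a library was left out. Pairs with few counts remain the limit of the table: 26 of 120 pairs had a mean under 20 counts, and none of these was called by edgeR with TMM.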

Other observations

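All tests here except the count of splits were chosen after the results were seen. Of the 10 splits of the 6 libraries into groups of 3, the real split gave 6 calls and the other 9 gave no call, so 1 split reached the real count. With 10 splits this share cannot fall under 0.1. The other splits gave at most 8 pairs at an unadjusted p-value under 0.05, against 19 for the real split.

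The losses were clustered. Among the 7 bins from 55.19 Mb to the end of the window, 17 of 21 pairs of different bins were lower in activated libraries, against 44 of 84 other pairs of different bins. With DESeq2 size factors these numbers were 16 and 43, and with library totals 16 and 42. The 21 pairs took 27.96% ± 0.200 (SD, n = 3) of contacts in control libraries and 24.6% ± 0.608 (SD, n = 3) in activated libraries. The block was chosen from the data; of the 9 runs of 7 neighbouring bins it had the lowest value. Several single causes are argued against, but lower coverage of several bins together was not tested and stays open. The 55.20, 55.22, 55.23, 55.24 and 55.25 Mb bins each took part in a smaller share of contacts in activated libraries. In each of them the groups did not overlap, whereas in the 55.19 and 55.21 Mb bins they did. These shares include the pairs of the block itself. Relative to other pairs of different bins, the block fell by 0.231 on the log2 scale in activated libraries, with SDs of 0.0274 and 0.0243, so a gain of same-bin contacts alone would not produce it. The difference was -0.225 between pairs of equal span, -0.201 without the 55.23 Mb bin, -0.205 without the 55.13 Mb bin and -0.167 without the called pairs. In each of these comparisons the 3 activated libraries lay below the 3 control libraries, and the exact permutation p was 0.1, the smallest possible. Leaving out any library left the first difference between -0.216 and -0.244. A linear trend with depth would need a slope of 0.0111 log2 units per 1000 contacts, whereas the slope within groups was -0.00318 (95% interval -0.00879 to 0.00244). A difference in handling between the groups that is not tied linearly to depth stays open, since the labels give no batch and do not say which libraries had norepinephrine and serum in the last 72 hours of culture, and an effect of enhancer activation on this part of the window stays open as a hypothesis.

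Changes of whole bins rather than of single pairs are a candidate explanation for the calls. The 55.13 Mb bin took part in 25.7% ± 0.376 (SD, n = 3) of contacts in control libraries and 28.2% ± 0.573 (SD, n = 3) in activated libraries. The 55.23 Mb bin went from 27.5% ± 0.485 (SD, n = 3) to 25.1% ± 0.333 (SD, n = 3). The total of the 55.13 Mb bin includes the called contacts within it, which rose from 7.57% to 9.13%. Its pairs with other bins went in both directions, with log2 fold changes from -0.12 (with 55.20 Mb) to 0.20 (with 55.24 Mb). In 7 of the 15 bins the groups did not overlap, 1 higher and 6 lower, where chance gives 10%. Because HiCAR counts contacts of accessible chromatin, a change in accessibility of a bin may move all its pairs. When each pair was measured against the coverage of its bins, 0 of the 6 calls were kept. That fit has little power for these pairs. In 50 simulations in which only the 6 pairs changed, it called 1.9 of them on average and none in 4 simulations, against 4.28 with TMM. Other pairs did depart from the coverage of their bins in that fit: 6 passed the threshold, 4 higher and 2 lower. Contacts within 55.20 Mb were higher, with a log2 fold change of 0.33 (edgeR adjusted p = 5.1e-05). The pair of 55.13 and 55.17 Mb was lower, at -0.23 (edgeR adjusted p = 0.00423). With TMM the log2 fold change was 0.12 within 55.20 Mb (edgeR adjusted p = 0.172) and -0.074 for 55.13 with 55.17 Mb (edgeR adjusted p = 0.701). The coverage of a bin includes the tested pairs, so a change in 1 pair can move other pairs in the coverage fit. These values therefore do not decide whether whole-bin changes were the only cause for those other pairs. For the 6 calls, too, the explanations cannot be told apart with these counts. A measure of accessibility per bin in the same cells would separate them.

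Contacts within a bin took a larger share in activated libraries, 35.4% ± 1.33 (SD, n = 3) against 33.2% ± 0.424 (SD, n = 3), with an exact permutation p of 0.1, the smallest possible. The difference of 2.19 percentage points became 1.43 without activated replicate 2. Of the 15 same-bin pairs, 13 were higher under TMM, DESeq2 size factors and library totals alike. One uniform gain as the only cause is argued against by the spread of their log2 fold changes (heterogeneity Q of 51.8 on 14 degrees of freedom). Without the 55.13 Mb bin Q was 34.2 on 13 degrees of freedom. A general excess of short ligation products together with changes of single bins stays open. The ratio of contacts within 55.13 Mb to those within 55.23 Mb, which needs no scaling, rose by 0.32 on the log2 scale with SDs of 0.037 and 0.059 (n = 3 each). A linear trend with depth cannot be told apart from the groups here: the slope within groups was -0.0650 percentage points per 1000 contacts (95% interval -0.349 to 0.219), and the slope needed was -0.105. An effect of the activation on contacts within bins was not tested separately from depth.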
